A study of Mus musculus with 10 samples.

How the data were processed

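The labels describe 10 polyA RNA libraries of mouse cells in 4 groups by cell type and Mettl3 genotype, and groups were taken from these labels. Per the labels' protocols, stem cells were expanded on feeder fibroblasts, passaged without feeders and serum, and kept with LIF and a pair of kinase inhibitors. EB were grown in suspension for 9 days without them. RNA was extracted with Nucleozol, fragmented, ligated to adapters, reverse transcribed and amplified. STAR 2.5.3a, bedtools 2.26.0 and the genome build mm9 are named in the submitters' processing notes, with no role given.

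A single table for the whole series was used. Per the file headers, the authors deposited a cleavage efficiency per site and group, which the values show to be a fraction between 0 and 1, beside the site's position, strand, 11-base sequence, transcript identifier, position in the transcript and class. How reads were counted, which minimum of reads a site needed, and whether a column is a pool, a mean or a single library are not given in the sources used here. The depth is therefore unknown, and no interval based on reads, no SD and no n over libraries was given. A class of CellRep_low, CellRep_intermediate, CellRep_high or highest was copied as deposited, and the text shortens the first 3 names by their prefix, whose meaning is not given. The table held 0 value columns that belong to none of the groups.

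The tests planned before the data were examined (limma per site, camera and fry for lists, exact permutation over libraries) need a value per library and could not be run on 4 group columns. No p-value is given for that reason. In their place, differences between columns were taken site by site on the fraction itself, with no filter and no pseudocount, and counted where they reached 0.10 in either direction. Intervals on medians are 95% order-statistic intervals over sites; they describe the spread over sites and not over cultures. For site classes and gene lists of at least 3 sites, the median was placed as a percentile among 10000 random site lists of the same size, drawn within 5 bins of KO efficiency (mean of the stages with a value), as a description of these columns (2000 lists on the logit scale). The random lists were not matched for sequence, region, distance to an exon junction or shared genes. Sites with no KO value in either stage count in the medians and not in the percentiles, which matters for EB minus ESC in WT alone. A yardstick of size was the 95th percentile of the absolute EB minus ESC difference in KO.

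Named sites followed the rule fixed in advance, applied by size alone because its conditions on adjusted p and on overlap of libraries could not be used. For each KO minus WT comparison these were the 15 largest upward and 5 largest downward differences, 1 site per gene, and up to 3 per gene list and direction that reached 0.10. For EB minus ESC in WT and for the difference of the KO effect they were the 8 largest each way. Genes with the most sites past 0.10 were also named. A few sites that the rule takes are not reported here, and they still count in all totals and medians. Other members of the lists (Tbx3, Rps6kb1, Ythdc1, Lifr, Stat3, Itga5, the second Il6st site and list members already named elsewhere) were chosen after their values were seen. The 8 gene lists were fixed before the data were examined: pluripotency, germ layer and lineage, matrix and mesenchyme, chromatin and transcription regulators, m6A machinery, translation and ribosome, RNA splicing and hnRNP, and cytoskeleton, glycolysis and chaperones.

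The table pairs sites with transcript identifiers and not with gene names, and the annotation at hand (GENCODE M21) is for another build than mm9. Each site was therefore matched by its 11-base sequence, in which the A of ACA is base 6, to transcripts on the same chromosome and strand with that sequence within 100 nt of the deposited transcript position and within 10 Mb of the deposited genome position. A match was kept where a single gene fitted best and its difference in position between builds equalled that of another gene's site among 3 neighbours on either side. Of 1626 sites, 1473 matched a single gene, 629 of them at exactly the deposited transcript position, and 1423 (96.6% of those matched) passed the neighbour rule. The same search on the opposite strand matched 54 sites. These limits were set after seeing counts of matches, not efficiencies. Coordinates are those of the deposited table in mm9, given 1-based as the position of the A, and none was converted. Regions and distances to exon junctions and transcript ends are those of the matched transcripts.

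Alternatives planned in advance were a logit scale with values limited to 0.01 to 0.99, subtraction of each column's median over the 759 complete sites, only complete sites, only sites with a mean of 0.05 to 0.95, and the mean in place of the median. A size of 0.20, only sites with a KO value of at least 0.20, and leaving out the low class were added after seeing the data. The calculation was tested on simulated data for KO minus WT in ESC: of 1224 simulated sites, 153 were lowered by 0.3 in WT, of which 100% were found, and 2.15% of the others passed 0.10. The simulated WT values were the KO values plus noise with an SD of 0.05, which was assumed and sets both shares, so they do not measure the error in the deposited columns. Of 100 random lists 2 fell outside percentiles 2.5 to 97.5. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.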

Results

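Mouse embryonic stem cells and the embryoid bodies made from them were compared with and without Mettl3, the catalytic subunit of the enzyme complex that writes N6-methyladenosine (m6A) on messenger RNA. Embryoid bodies (EB) are aggregates in which stem cells leave the pluripotent state, here over 9 days in medium without the factors that hold embryonic stem cells (ESC) undifferentiated. The labels describe 10 polyA RNA libraries in 4 groups, with 3 wild-type (WT) and 3 knockout (KO) libraries from ESC and 2 WT and 2 KO libraries from EB. The deposited table gives 1 cleavage efficiency per site and group, a fraction from 0 (never cut) to 1 (always cut). As background, the bacterial RNase MazF cuts RNA at ACA and is blocked when the first A carries m6A, so a site cut less in WT than in KO is one whose cutting was lower where Mettl3 was present. No label used here names the enzyme that cut the RNA. The depth behind each value is unknown, and the values carry no replicate spread.

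The table listed 1626 ACA sites, of which 1016 were in the sequence GGACA and 610 in AGACA. How these sites were chosen is not given in the sources used here, so shares and medians hold for the listed sites alone. A value was given for 1274 sites in ESC WT, 1224 in ESC KO, 1294 in EB WT and 918 in EB KO, and 759 sites had all 4 values. A gene could be named for 1423 sites in 1232 genes. Of these sites, 118 lay in the 5′ UTR, 795 in the coding sequence (CDS) and 448 in the 3′ UTR, while 61 lay in transcripts without a CDS and 1 differed between transcripts. The deposited table also sorts the sites into 4 classes named CellRep_low, CellRep_intermediate, CellRep_high and highest, with 249, 491, 771 and 115 sites; the prefix is left out below. How the classes were made, and whether the class without the prefix belongs to the same scale, is not given in the sources used here, so differences between them are not independent evidence. No site of Mettl3 was among the named sites, and the table holds no expression values, so the knockout itself was not checked.

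Cutting was more complete without Mettl3 in both kinds of cell. The median efficiency was 0.437 in ESC WT (interquartile range over sites 0.149 to 0.757) and 0.811 in ESC KO (0.458 to 0.913). In EB the medians were 0.542 in WT (0.217 to 0.816) and 0.819 in KO (0.485 to 0.918). Sites cut to at least 0.8 made up 20.5% of the ESC WT column and 52.3% of the ESC KO column, and 27.4% and 53.5% of the EB WT and EB KO columns. A part of the sites stayed little cut without Mettl3: 14.7% of the sites in ESC KO and 15.1% in EB KO were below 0.2.

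**Figure D1:**
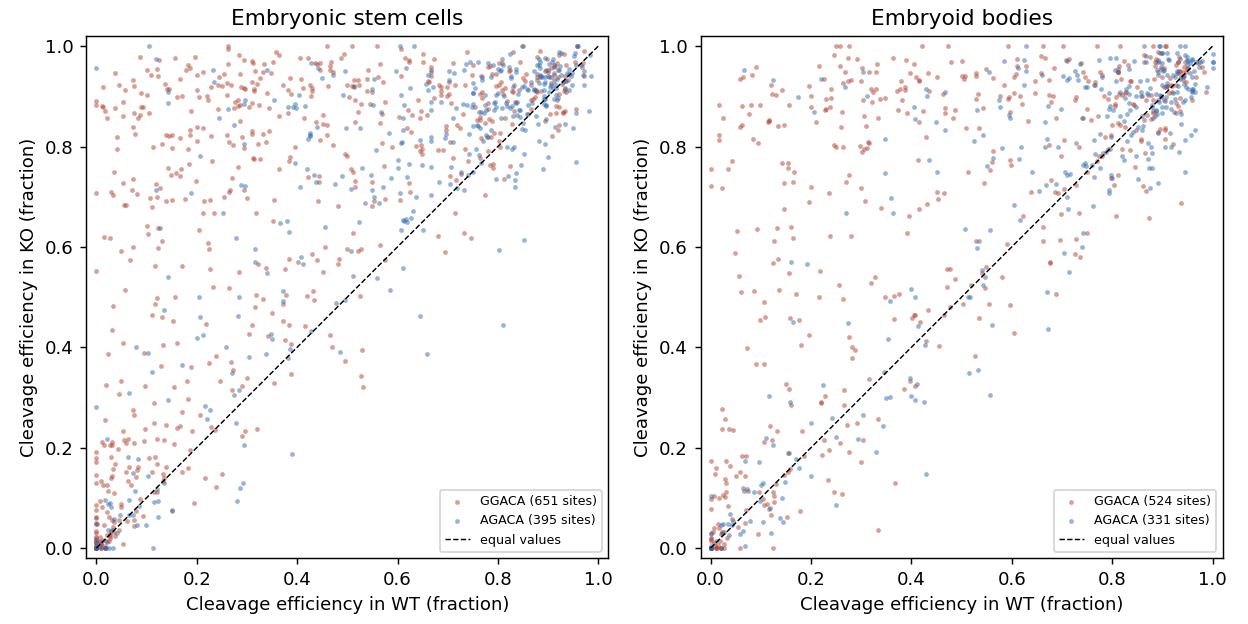
Cleavage efficiency (fraction) in WT on the horizontal axis and in KO on the vertical axis, 1 point per site, for ESC on the left and EB on the right, with GGACA sites in red, AGACA sites in blue and a dashed line of equal values. In ESC 872 of 1046 sites lie above the line and in EB 596 of 855; every column enters as deposited, and with each column's median subtracted these shares change to 25.9% and 26.2%.

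The comparison of KO with WT in ESC asks which of the listed sites were cut less when Mettl3 was present. Of 1046 sites with both values, 872 (83.4%) were higher in KO, 161 were lower and 13 were tied. The median difference, KO minus WT, was 0.130 (interquartile range over sites 0.0295 to 0.392). A difference of at least 0.10 was seen at 580 sites (55.4%) upward and at 27 sites (2.58%) downward. The sites with the largest differences were almost uncut in WT and almost fully cut in KO. The largest was in BC048403, listed at 0 in WT and 0.957 in KO (3′ UTR, chromosome 10, position 121188282 on the plus strand of mm9, sequence TAAAGACAGAA). A site of Csnk1d, which encodes casein kinase 1 delta, was at 0.0135 in WT and 0.918 in KO (3′ UTR, chromosome 11, position 120824998 on the minus strand, sequence AATGGACAGGC). A site of Cdca4 was at 0.0361 and 0.947 (CDS, chromosome 12, position 114059884, minus strand, sequence GATGGACAGCC). Sel1l, an adaptor of endoplasmic reticulum-associated degradation, had a 3′ UTR site at 0.105 in WT and 1 in KO. The transcriptional corepressor gene Ctbp2 had a 3′ UTR site at 0.0867 and 0.979.

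The other genes among the 15 largest upward differences in ESC had functions from transcription to autophagy. Foxm1, a transcription factor of mitotic genes, had a CDS site 0.852 higher in KO, Nup98 of the nuclear pore 0.852, and the centrosomal gene Cep57 a 3′ UTR site 0.848 higher. Lima1, an actin-binding protein gene, was 0.869 higher, Tmem30a, a subunit of lipid flippases, 0.866, Phf20 0.882, Nrbf2, an autophagy regulator, 0.860, and Shq1, an assembly factor of H/ACA ribonucleoproteins, 0.878. The largest differences in the opposite direction were smaller. A CDS site of the DNA helicase gene Helb was at 0.811 in WT and 0.444 in KO, a difference of −0.366, and those of Sbno1 and Nsd2, a histone H3 lysine methyltransferase, differed by −0.240 and −0.209. Nfatc2ip differed by −0.208 and Zbed6 by −0.202.

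Among the gene lists, sites in genes of the m6A pathway itself had the largest median difference in ESC. All 8 of these sites were higher in KO, 7 of them by at least 0.10. The median of 0.568 lay at percentile 99.6 of 10000 random site lists matched on KO efficiency. Those lists were not matched for sites that share a gene, and the 8 sites lay in 4 genes. For no gene list were they matched for GGACA against AGACA or for distance from an exon junction. The percentiles therefore do not separate the function of the genes from these features. In the m6A pathway list the GGACA sites differed by 0.533 to 0.890 and the AGACA sites by 0.0313, 0.184 and 0.272. The members were readers and m6A-binding proteins: a Ythdf1 site in the CDS was listed at 0 in WT and at 0.890 in KO, and all 3 sites of Ythdf2, which directs methylated RNA to decay, were higher by 0.533 to 0.707. Prrc2a, another m6A-binding protein gene, had a site 0.272 higher, and the nuclear reader gene Ythdc1 had one at 0.921 in WT and 0.952 in KO. In the pluripotency list all 5 sites were higher by at least 0.10, with a median of 0.496 (percentile 91.7). They were 2 sites of Il6st, the signalling subunit of the receptor for the cytokine LIF, at 0.855 and 0.596, and sites of the transcription factor genes Zfp281 (0.496) and Tbx3 (0.366) and of the DNA demethylase gene Tet1 (0.436).

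Chromatin and transcription regulators had 15 of 27 ESC sites higher by at least 0.10, the size meant by higher and lower in all counts for lists, and none lower, with a median of 0.147 (percentile 72.6). Their largest differences were in Mga (0.777), Brd1 (0.765) and Arid1a (0.694), a subunit of BAF chromatin remodelling complexes. The translation list had 6 of 11 sites higher and a median of 0.153 (percentile 57.5), with the largest differences in the initiation factor gene Eif4g1 (0.771), Rps19bp1 (0.675) and the initiation factor gene Eif2s2 (0.521). Rps19bp1 and the S6 kinase gene Rps6kb1 (0.411) have names that fit the list's pattern, although neither encodes a ribosomal protein. The RNA splicing and hnRNP list had 7 of 16 sites higher and a median of only 0.0441, at percentile 1.04 of the random lists. Its members include genes with Ddx names, such as Ddx21 and Ddx10, whose roles in splicing were not tested. Within that list Son (0.720), Hnrnph2 (0.478) and Hnrnpul1 (0.348) had the largest differences. The list of cytoskeleton, glycolysis and chaperone genes had 3 of 7 sites higher and 1 lower, with a median of 0.0893 (percentile 55.3); the chaperone gene Hspa5 had a CDS site 0.681 higher, Cct7 was 0.144 higher, and Pdia6 differed by −0.118. Matrix and mesenchyme genes, which feeder fibroblasts also express, had 1 of 5 sites higher, in Lamb1 (0.357), and a median of 0.0366 (percentile 7.55). Genes of germ layers and lineages had no site with both ESC values.

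The difference in ESC depended on the sequence and place of the site. GGACA sites had a median difference of 0.181, with 415 of 651 sites higher by at least 0.10, and AGACA sites one of 0.0677, with 165 of 395. By region, the median was 0.225 in the 3′ UTR (192 of 272 sites), 0.119 in the CDS (274 of 505) and 0.0496 in the 5′ UTR (28 of 84). The CDS median joins sites within 100 nt of an exon junction, at 0.0505, and farther sites, at 0.281. The farther CDS sites thus did not lie below the 3′ UTR. Sites within 200 nt of the end of the CDS had a median of 0.191 (166 of 251). Against random lists the 3′ UTR lay at percentile 100, the 5′ UTR at 0.01 and the CDS at 1.35, and on a logit scale the CDS moved to 34.7. In the deposited low, intermediate, high and highest classes the medians were 0.0309, 0.0732, 0.248 and 0.405.

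No test could be made, because each group has a single value per site. As a yardstick, 95% of the sites differed by no more than 0.166 between ESC and EB within KO. This size holds measurement error and any stage effect together. It comes from columns with high medians, 0.811 in ESC KO and 0.819 in EB KO, and may understate the error at mid-range WT values. In ESC 454 sites (43.4%) were higher in KO by more than 0.166 and 11 lower. The columns were compared as deposited. Subtracting each column's median over the sites with all 4 values shifts every site by the difference of the column medians. This takes off the genotype effect along with any shared shift, and so does not bear on the direction. It moved every KO minus WT difference in ESC by −0.373, although the median site difference was 0.130. More was therefore taken off than the difference of a typical site. After it 25.9% of sites were higher and the median was −0.243. Relative to that shift the pluripotency and m6A pathway list medians were 0.123 and 0.195, and the medians of the other 5 lists with ESC sites, being smaller than the shift, fell below 0.

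**Figure D2:**
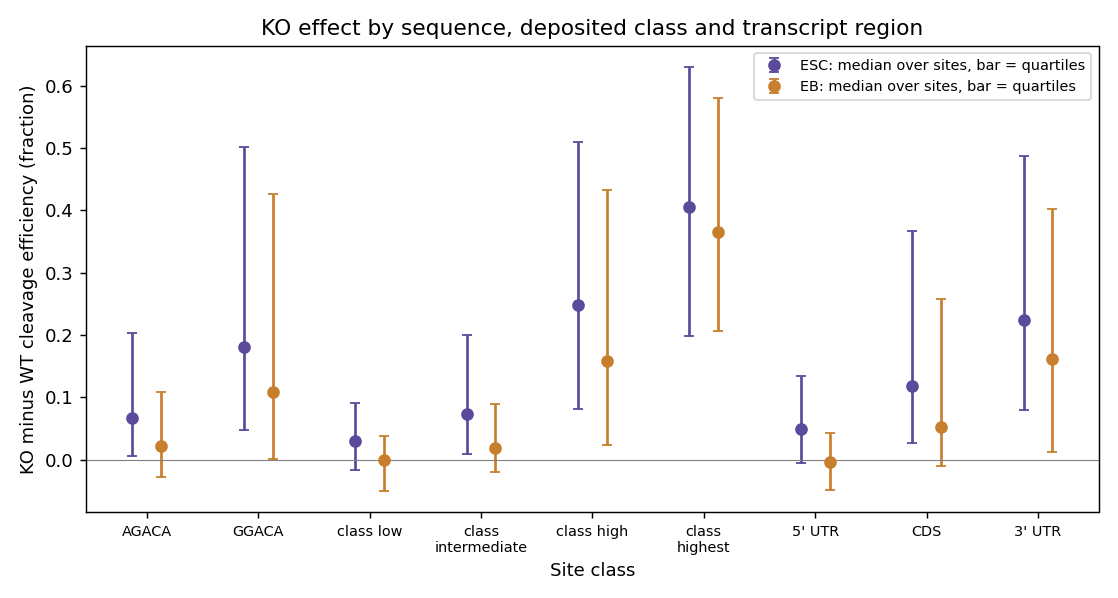
KO minus WT cleavage efficiency (fraction) by sequence, deposited class and transcript region, with the median over sites as a point and the quartiles as a bar, for ESC in purple and EB in orange. Medians in ESC run from 0.0309 in the low class to 0.405 in the highest class; all values are as deposited, and the highest class alone among those shown has medians larger than the shifts of 0.373 in ESC and 0.266 in EB that subtracting column medians takes from every site.

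The same comparison in EB asks whether the sites were cut less in the presence of Mettl3 after differentiation. Of 855 sites, 596 (69.7%) were higher in KO, 244 lower and 15 tied, with a median difference of 0.0638 (−0.0103 to 0.284). A difference of at least 0.10 was seen at 358 sites (41.9%) upward and 51 (5.96%) downward. BC048403 again had the largest difference, 0.886, followed by a CDS site of the nucleoporin gene Ranbp2, at 0.0588 in WT and 0.935 in KO (chromosome 10, position 57942639, plus strand, sequence GATGGACAGTA). Golph3, a Golgi protein gene, was 0.873 higher, the ubiquitin ligase gene Rbbp6 0.867, Csnk1d 0.866, Ctbp2 0.859 and Cdca4 0.833. A 3′ UTR site of Chac1, an enzyme that breaks down glutathione, was at 0.0635 in WT and 0.882 in KO. Fam210a, Eif2a, Lima1, the importin gene Ipo9 and Rbbp5, a subunit of histone H3 lysine 4 methyltransferase complexes, had sites higher by 0.802, 0.795, 0.785, 0.781 and 0.780. In the opposite direction, a 5′ UTR site of the adenosine kinase gene Adk was at 0.333 in WT and 0.0364 in KO. Sites of Scaf11, Tcf3, Dgat1, the enzyme of the last step of triacylglycerol synthesis, and the prohibitin gene Phb2 differed by −0.252, −0.251, −0.237 and −0.235.

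In EB the m6A pathway list again stood highest, with 5 of 6 sites higher by at least 0.10 and a median of 0.522 (percentile 99.1). The 6 sites lay in 4 genes, and the random lists were again matched neither for this nor for sequence or distance from an exon junction. Ythdf2 had 3 of 3 sites higher, by 0.487 to 0.806, and Prrc2a had a site 0.298 higher, while the Ythdc1 site differed by −0.0441. A Ythdf1 site was 0.681 higher in EB and 0.671 higher in ESC. It is not the Ythdf1 site named above for ESC, which had no EB KO value. Both pluripotency sites with EB values were higher, in Tet1 (0.399) and Zfp281 (0.287). Chromatin regulators had 13 of 28 sites higher and none lower, with a median of 0.0804 (percentile 66.6), led by Arid1a (0.783), Mga (0.756) and Brd1 (0.724). The translation list had 3 of 10 sites higher, in Eif4g1 (0.685), Rps19bp1 (0.519) and Eif2s2 (0.434), and a median of 0.0312 (percentile 17.4). The splicing and hnRNP list had 4 of 15 sites higher and 2 lower, with a median of 0.00319 (percentile 1.48). Son (0.715), Hnrnpul1 (0.633) and Hnrnph2 (0.442) were among the former, and Sf3a3 (−0.153) was among the latter. Of the cytoskeleton, glycolysis and chaperone sites 1 of 7 was higher, in Hspa5 (0.590), with a list median of 0.0339 (percentile 42.1). Matrix genes had 2 of 6 sites higher, in Lamb1 (0.138) and Hspg2 (0.117), and a median of 0.0339 (percentile 16.4). No germ layer site had both EB values.

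The order of the site classes in EB was that of ESC. GGACA sites had a median of 0.109 (269 of 524 higher by at least 0.10) and AGACA sites 0.0221 (89 of 331). The 3′ UTR median was 0.162 (128 of 224), that of the CDS 0.0524 (160 of 417) and that of the 5′ UTR −0.00362 (8 of 65). Within the CDS it was 0.0114 within 100 nt of an exon junction and 0.144 (0.0990 to 0.229) farther away. The interval of the farther sites overlaps that of the 3′ UTR (0.104 to 0.213). Genes with 3 of 3 sites higher by at least 0.10 were Fat1, Vegfa and Ythdf2 in EB, and Arid1a, Fat1, Ppp4r1 and Ythdf2 in ESC. Fat1 encodes a large protocadherin and Vegfa a growth factor of blood vessels. In EB 291 sites (34.0%) were higher in KO by more than the yardstick of 0.166 and 12 lower. Subtracting column medians moved every EB difference by −0.266, after which 26.2% of sites were higher; relative to that shift the pluripotency and m6A pathway list medians were 0.0765 and 0.256, and those of the other 5 lists with EB sites, being smaller than it, fell below 0.

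Sites that differed with genotype in ESC mostly differed in EB too. Across the 759 sites with all 4 values, which are not independent replicates, the KO minus WT differences in ESC and EB had a Pearson r of 0.891 and a Spearman rho of 0.751, and 72.6% of sites had the same sign. A difference of at least 0.10 upward was present at 407 sites in ESC, at 306 in EB and at 282 in both, against 164 for independent lists. Only 3 sites were lower by at least 0.10 in both. Averaged over both stages, KO was higher at 591 of the 759 sites (77.9%), by at least 0.10 at 347, and lower by that size at 11, with a median of 0.0799; with column medians subtracted 24.8% of sites were higher.

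The difference of the KO effect, EB minus ESC, asks whether the part of the cutting that depended on Mettl3 changed with differentiation. It was below 0 at 532 of 759 sites and above 0 at 220, with a median of −0.0446 (95% order-statistic interval over sites −0.0551 to −0.0374). It was at most −0.10 at 243 sites (32.0%) and at least 0.10 at 42. Mdm2, the ubiquitin ligase of p53, had a CDS site with a KO minus WT difference of 0.599 in ESC and 0.162 in EB. Cenpl, a kinetochore gene, had a 3′ UTR site at 0.480 and 0.0333, Plbd2 one at 0.773 and 0.419, and Ccdc34 a CDS site at 0.592 and 0.238. Scaf11, Fnbp4, Kctd10 and Phb2 complete the 8 lowest values, with −0.447, −0.444, −0.379 and −0.363. Among the 8 highest were Tfdp2, a partner of E2F transcription factors, with 0.0949 in ESC and 0.393 in EB, Hnrnpul1 with 0.348 and 0.633, Stard7 with 0.0844 and 0.304 and Tanc1 with 0.541 and 0.742. Pmf1 (0.393), a second site of Ranbp2 (0.329), Tle4 (0.270) and Zbed6 (0.252) were the others. By class the median was −0.0457 in the low, −0.0391 in the intermediate, −0.0478 in the high and −0.0484 in the highest class. By region it was −0.0626 in the 3′ UTR (199 sites, percentile 1.41 of the random lists), −0.0432 in the CDS (percentile 64.2) and −0.0377 in the 5′ UTR (percentile 77.5). The m6A pathway list had a median of −0.0181 over 6 sites (percentile 81.3) and the translation list −0.0575 over 10 (percentile 29.1). Chromatin (−0.0421, percentile 56.8), splicing (−0.0360, 65.5), cytoskeleton, glycolysis and chaperone (−0.0137, 77.9) and matrix genes (−0.0627, 40.2) lay among the random lists too. The stage difference was not tested against replicate error. Subtracting column medians adds, by construction, the same 0.107 at every site, and the difference was then above 0 at 70.9% of sites with a median of 0.0625.

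**Figure D3:**
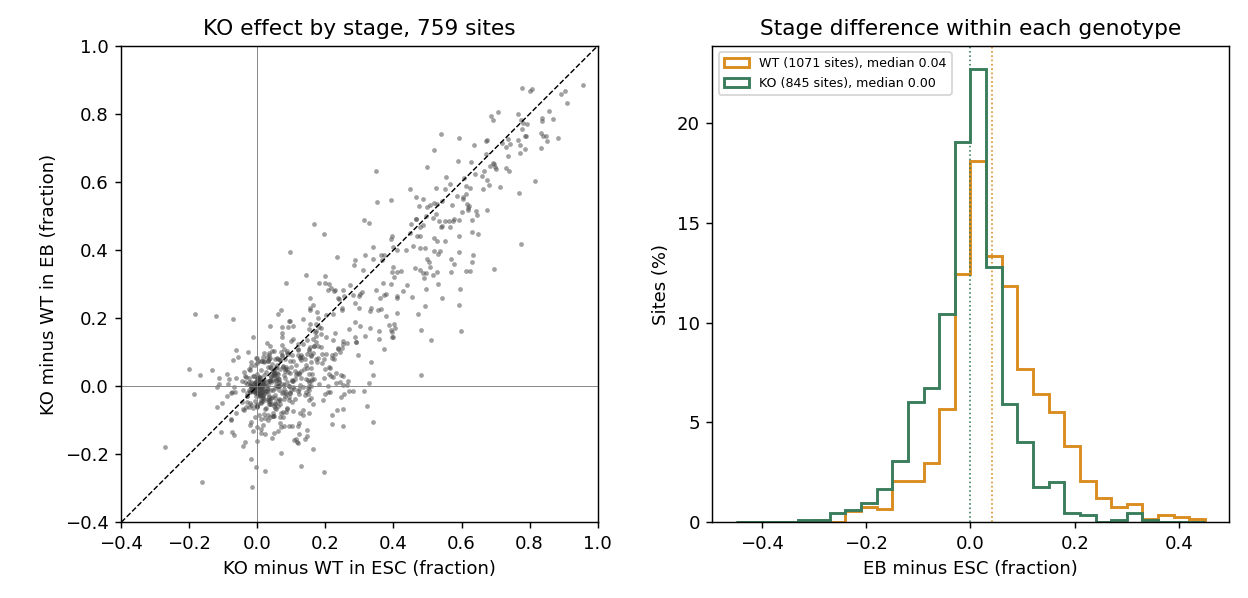
Left, KO minus WT cleavage efficiency (fraction) in ESC on the horizontal and in EB on the vertical axis, 1 point per site over 759 sites, with a dashed line of equal differences; right, share of sites (%) by EB minus ESC difference (fraction) in WT (orange) and KO (green), with dotted lines at the medians. More points lie under the dashed line (532) than over it (220), and the WT median of 0.0408 lies above the KO median of 0; with column medians subtracted 70.9% of points lie over the line and the medians are −0.0555 and 0.0107.

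Differentiation itself was compared within each genotype. In WT, 760 of 1071 sites (71.0%) were higher in EB than in ESC and 292 lower, with a median difference, EB minus ESC, of 0.0408. At least 0.10 was reached by 283 sites (26.4%) upward and 59 (5.51%) downward. A CDS site of Fnta, a subunit of protein farnesyltransferase, was at 0.303 in ESC and 0.725 in EB (chromosome 8, position 27124025, minus strand, sequence CAGGGACAGAG). Mdm2, Ube2o, Fnbp4, Scaf11 and the tyrosine kinase gene Abl1 had sites higher by 0.419, 0.417, 0.407, 0.387 and 0.378. A CDS site of Gata4, a transcription factor of endoderm and heart, was listed at 0 in ESC WT and at 0.368 in EB WT, with no KO value. Lower values in EB were found at sites of Banp (−0.285), Ccdc88c (−0.240), March2 (−0.235), Ankhd1 (−0.232), the long noncoding RNA gene Tug1 (−0.226), 4931406P16Rik (−0.223), Tfdp2 (−0.218) and Naa15 (−0.209). All 3 Fat1 sites with both WT values were higher in EB, by 0.136 to 0.232.

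Among the gene lists in WT, that of matrix and mesenchyme genes had the highest percentile, with all 6 sites higher in EB, 3 of them by at least 0.10, and a median of 0.140 at percentile 97.8, led by Itga5 (0.277) and Lamb1 (0.240). Pluripotency genes had 3 of 6 sites higher and 1 lower by at least 0.10 (median 0.118, percentile 89.8 for the 4 sites with a KO value), with the LIF receptor gene Lifr at 0.253 and Stat3 at −0.132. The remaining lists had medians of 0.0613 (translation, 11 sites, percentile 79.2), 0.0408 (splicing, 17 sites, percentile 57.2 for the 16 with a KO value), 0.0178 (chromatin, 28 sites, 26 with a KO value), 0.0174 (m6A pathway, 8 sites, 14.8) and 0.00510 (cytoskeleton, glycolysis and chaperones, 7 sites, 14.8). The chromatin median lay in the lower part of the random lists, but above percentile 14.8. In KO the stages were balanced: 407 of 845 sites were higher in EB and 416 lower, with a median of 0, and 60 and 94 sites differed by at least 0.10 upward and downward. The efficiencies of the stages were close across sites, with a Pearson r of 0.952 in WT over 1071 sites and 0.969 in KO over 845 sites. In WT 134 sites (12.5%) were higher in EB by more than 0.166, and 20 lower. With column medians subtracted, 27.4% of sites were higher in EB in WT and 57.3% in KO, the WT differences shifting by −0.0963.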

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

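All tests of the smaller KO effect in EB and the tests of the base after the ACA and of flanking T bases were chosen after the result was seen; the tests of exon junctions, of nearby ACA sequences and of transcript ends were set before it.

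At 12 sites taken by the naming rule the KO minus WT difference had opposite signs in ESC and EB; the difference was not tested, since each group has 1 value per site. Sites above 0 in ESC and below 0 in EB, with EB minus ESC differences of the KO effect in parentheses, were in Scaf11 (−0.447), Fnbp4 (−0.444), Kctd10 (−0.379), Phb2 (−0.363), Tcf3 (−0.274), Fnta (−0.263) and Sf3a3 (−0.196). Sites below 0 in ESC and above 0 in EB were in Pmf1 (0.393), Ranbp2 (0.329), Tle4 (0.270), Zbed6 (0.252) and Naa15 (0.143). The Ranbp2 site, in the CDS at position 57955229 of chromosome 10, had 0.495 in ESC WT, 0.373 in ESC KO, 0.321 in EB WT and 0.528 in EB KO, while the other named site of that gene had KO minus WT differences of 0.777 in ESC and 0.877 in EB. The Ythdc1 site, named outside the rule, also had opposite signs, 0.0313 in ESC and −0.0441 in EB. At Tcf3 the values were 0.804, 0.827, 0.938 and 0.687 in the same order. Since sites were named for large differences, extreme values are over-represented among them.

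The KO minus WT difference was smaller in EB than in ESC. That different sites were measured in each stage is not enough, because over the 759 sites with all 4 values the median difference was −0.0446 (−0.0551 to −0.0374). A single efficiency factor for a whole stage would move both genotypes, but the median EB minus ESC difference was 0 in KO (−0.00530 to 0.00271) and 0.0414 in WT (0.0336 to 0.0464), and over sites with a mean of 0.2 to 0.8, away from the ceiling, −0.0101 in KO (−0.0281 to 0.00765) and 0.0794 in WT (0.0671 to 0.0937). A single factor on a WT column was left open. The median ratio of EB to ESC was 1.23 (1.08 to 1.29, 65 sites) in the highest class and 1.05 (1.03 to 1.07, 168 sites) in the low class. But the low class started at 0.766 in ESC WT, and the larger ratio would take it to 0.946, above its 0.816 in ESC KO. Over sites with a mean of 0.2 to 0.8 the WT rise was 0.120 (0.0503 to 0.155, 42 sites) in the low class. In the highest class it was 0.0619 (−0.00213 to 0.118, 28 sites). These intervals overlap, so they do not decide it. Lower methylation in the same proportion at every site would leave weak sites nearly unmoved, yet the KO effect was smaller in EB by 0.0457 (0.0242 to 0.0635) in the low class and by 0.0484 in the highest, so a factor on a WT column may remain, alone or with lower methylation in EB, as may other biological differences of the stages, untested.

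A part of the sites was little cut even without Mettl3. The base after the ACA is a candidate explanation. In ESC KO, sites with G there had a median of 0.513 (0.426 to 0.622, 473 sites) and the others 0.873 (0.861 to 0.884, 751 sites). In EB KO the medians were 0.553 against 0.875. In ESC KO they were 0.379 against 0.865 within GGACA and, with a smaller gap, 0.714 against 0.886 within AGACA. Sites with another ACA within 30 nt had no lower median, 0.833 against 0.804 without. Closeness to a transcript end was left open: only 15.4% (10.4 to 22.2) of the sites below 0.2 in ESC KO lay within 150 nt of an end, although such sites had a lower median (0.667 against 0.829). The design names no biological group for this pattern, so no biological explanation was tested.

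Sites of the CDS close to an exon junction differed little between KO and WT. Within 100 nt of a junction the median difference in ESC was 0.0505 (0.0394 to 0.0601, 230 sites) and farther away 0.281 (0.213 to 0.358, 269 sites); in EB the values were 0.0114 and 0.144. Lower cutting in KO near junctions is not what sets it. The ESC KO median was 0.857 near and 0.814 far. The ratio of WT to KO efficiency also differed, 0.936 (0.900 to 0.947) near and 0.499 (0.435 to 0.565) far. These values do not decide on reads lost at spliced ends, because a loss that raised the efficiency was not tested. The mix of GGACA with AGACA or of classes is not what sets the difference in ESC. There GGACA sites of the high class had 0.161 (0.0858 to 0.302, 27 sites) near and 0.482 (0.358 to 0.575, 107 sites) far. In EB these intervals overlapped (0.0240 to 0.301 and 0.229 to 0.492), so the differences do not decide it there. The EB ratio of WT to KO at such sites was 0.855 (0.516 to 0.895, 19 sites) near and 0.392 (0.338 to 0.505, 73 sites) far. These intervals do not overlap and argue against the mix for those sites. The mix of flanking T bases is not what sets it among GGACA sites in ESC. T at 3 bases before the A, 4 bases after it or both was found at 64 of 124 sites near and 94 of 180 far. Sites with T at neither had 0.0502 (0.0237 to 0.0957, 60 sites) near and 0.261 (0.139 to 0.361, 86 sites) far. Those with T at 1 or both had 0.0833 (0.0543 to 0.133) and 0.554 (0.490 to 0.613). Other causes were not tested.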

How the results depend on the processing

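The alternatives that keep only sites with a KO value of at least 0.20, leave out the low class or use a size of 0.20 were chosen after seeing the data. Of 179 comparisons of a result with an alternative, 120 stayed within the spread or within 1.5 times, 48 moved and 11 changed direction. All 11 came from subtracting column medians over the complete sites (0.452 in ESC WT, 0.825 in ESC KO, 0.548 in EB WT and 0.814 in EB KO). By construction this shifts every site by the difference of the column medians, the genotype effect included. For KO minus WT the shift was −0.373 in ESC and −0.266 in EB, against median site differences of 0.130 and 0.0638. It was −0.0963 against 0.0408 for EB minus ESC in WT, and 0.107 against −0.0446 for the difference of the KO effect. Each shift was larger than the difference of a typical site, so the medians passed 0. The subtraction gave 25.9% of sites higher, a median of −0.243 and 209 up and 706 down for KO minus WT in ESC. In EB it gave 26.2%, −0.203, 172 and 563. For EB minus ESC it gave 27.4%, −0.0555, 82 and 277 in WT and 57.3% and 0.0107 in KO. For the difference of the KO effect it gave 70.9%, 0.0625, 245 and 77, and for the average over stages 24.8%, −0.240, 143 and 523. List percentiles do not move under it, since every site shifts alike.

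The other alternatives kept the direction of these results. Only complete sites left 14 of 759 sites lower in ESC KO, against 27 of 1046. They left 37 of 759 lower in EB WT, against 59 of 1071. The smaller number of sites was not separated from other causes. Sites with a mean of 0.05 to 0.95 gave medians of 0.153 in ESC (85.8% higher), 0.0814 in EB, 0.0476 for the stages in WT, −0.0553 for the difference of the KO effect and 0.103 for the average (80.9%). Sites with a KO value of at least 0.20 gave 0.172 (87.6%), 0.0909 (74.3%), 0.0508 (74.1%), −0.0563 and 0.120 (83.1%), with 6 sites lower on average. Without the low class the values were 0.167 in ESC (86.3%, 17 lower), 0.0937 in EB (74.0%) and 0.122 on average (82.4%, 7 lower). The cause was not tested for these. A size of 0.20, stricter by construction, left 6 sites lower in ESC and 7 in EB, 79 higher and 11 lower between stages in WT, and 10 and 15 in KO. Means in place of medians were 0.669 in ESC KO and 0.675 in EB KO, and on the logit scale the correlation of KO effects was 0.817. Percentiles of site classes and lists were compared on the logit scale for KO minus WT in ESC and EB alone. Of these 35 percentiles 1 crossed the outer 2.5 percentiles at either end, that of the CDS in ESC (1.35 to 34.7). In ESC 2 crossed 50, those of translation (57.5 to 26.2) and of cytoskeleton, glycolysis and chaperones (55.3 to 40.9). Percentiles for EB minus ESC and for the difference of the KO effect were not compared on that scale.

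No paired analysis was possible because the table holds 1 column per group and no replicate numbers. For the same reason leaving out replicates, separate fits, other spread models, other thresholds on adjusted p, an estimated correlation and other splits of the samples were not run. The unknown depth limits every single site.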

Other observations

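The comparisons of flanking bases were chosen after the data were seen. Beyond the base before GACA, the sequence around a site went with the KO minus WT difference in ESC. Counting from the A of ACA, sites with T 3 bases before it had a median of 0.256 (0.211 to 0.348, 255 sites), against 0.105 with A, 0.0820 with C and 0.102 with G. Sites with T 4 bases after it had 0.262 (0.238 to 0.340, 291 sites), against 0.146 with A, 0.0829 with C and 0.0791 with G. GGACA sites with T at both places had a median of 0.407 (0.299 to 0.507, 70 sites) and those with T at neither 0.111 (0.0893 to 0.139, 311 sites). In EB the same groups of GGACA sites had 0.325 and 0.0474. AGACA sites with T at neither place had 0.0541 in ESC (275 sites), the lowest of these groups.

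The KO minus WT difference in ESC at CDS sites went up with the distance from the nearest exon junction, with medians of 0.0427 at 1 to 50 nt (134 sites), 0.0618 at 51 to 100 nt (96 sites), 0.188 at 101 to 200 nt (87 sites), 0.336 at 201 to 400 nt (103 sites) and 0.340 at 401 nt or more (79 sites). In EB the medians were 0.00455, 0.0254, 0.0738, 0.181 and 0.247. The WT column carried the difference: in ESC WT the median efficiency was 0.758 within 100 nt of a junction and 0.286 farther away, and in ESC KO it was 0.857 and 0.814.

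Among sites with a value in 2 or more columns, 16 had an efficiency of 0 in each column with a value, among them a CDS site of Med13l in all 4 columns. Of the 1626 sites, 125 had a value in EB WT alone, 92 in ESC WT alone, 94 in ESC KO alone and 12 in EB KO alone.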
